# Long non-coding RNAs potentially suppressive for brain perivascular astrogliosis induced by environmental ultrafine particulate matter

**DOI:** 10.1007/s11356-025-37141-5

**Published:** 2025-10-31

**Authors:** Hiyori Edo, Ryodai Itano, Masakazu Umezawa

**Keywords:** Perivascular astrogliosis, LncRNA, Environmental particulate matter, Mice, Neurovascular disorders, Brain cerebral cortex

## Abstract

Respiratory exposure to low doses of environmental ultrafine particulate matter induces perivascular astrogliosis lesions in the cerebral cortex, associated with neurodegenerative and neurodevelopmental disorders. Proteins with abnormal secondary structures accumulate in such lesions during conditions such as dementia. In addition to the upregulation of glial fibrillary acidic protein (*Gfap*) and aquaporin 4 (*Aqp4*) genes involved in pathogenesis, several long non-coding RNAs (lncRNAs) are differentially expressed in the lesion; however, their functions remain unclear. This study aimed to explore the potential roles of lncRNAs in suppressing perivascular lesions. RNA expression profiles of the cerebral cortex of 6-week-old mice with perivascular lesions were analyzed using principal component analysis to identify lncRNAs whose expression was inversely correlated with the lesion severity. Common sequences among these lncRNA groups and associated mRNAs with their complementary regions were identified. Identified mRNAs were analyzed using the DAVID functional enrichment tool. A shared sequence, “AUCAUCUUUCC,” was found in potentially lesion-suppressive lncRNAs inversely correlated with lesion extent. The complementary mRNAs were enriched in eight Gene Ontology terms, including “Cell projection,” “Dendrites,” “Synapses,” and “Projection neurons,” related to astrocytic endfoot elongation observed in the perivascular lesions and in neural functions in the brain. The identified lncRNAs and their common sequences may represent novel regulators of cellular development and lesion dynamics. The potential of RNA molecules with this sequence to modulate the pathogenesis of neurodegenerative and neurodevelopmental disorders warrants further investigation.

**Graphical Abstract:**

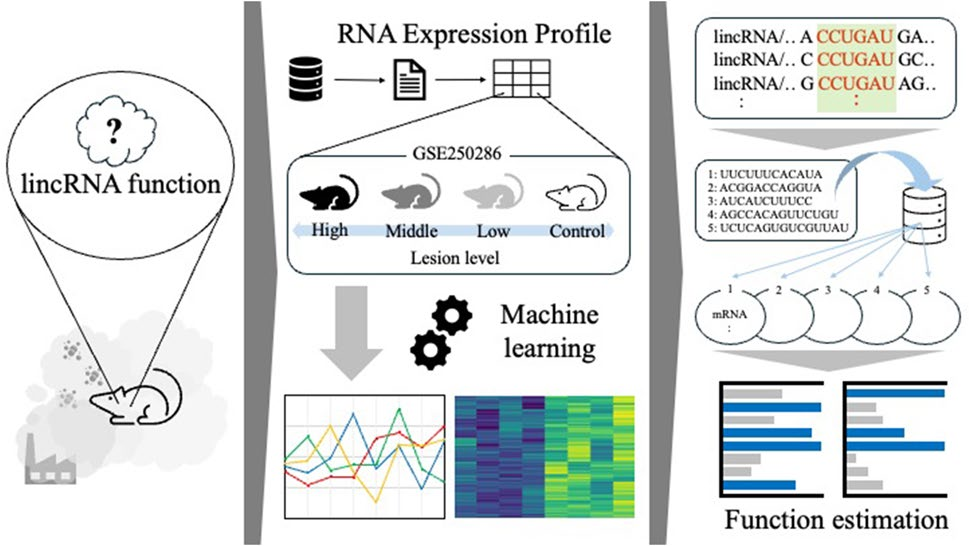

## Introduction

Unintentional exposure to environmental ultrafine particulate matter affects brain function (Brunekreef and Holgate 2002; Hu and Gao 2010; Power et al. 2011; Kioumourtzoglou et al. 2016; Zhao et al. 2020b). In particular, perivascular cells in the brain are sensitively and persistently affected by exposure to a low dose of carbon black nanoparticles during the fetal period. This exposure induces a pathology characterized by increased accumulation of β-sheet structure (Onoda et al. 2017a) with sustained endoplasmic reticulum stress, and degeneration of brain perivascular macrophages (Onoda et al. 2014, 2017c; Umezawa et al. 2018) with abnormal neurobehavior (Umezawa et al. 2018). These lesions can be suppressed by pretreatment with an antioxidant, N-acetyl cysteine (Onoda et al. 2017b).

The increase in the perivascular protein β-sheet structures in the brain resembles a pathological finding of various neurodevelopmental disorders involving the accumulation of abnormal protein aggregation in the brain. Alzheimer’s disease, a major neurodegenerative disease, is associated with such aberrant structural protein accumulation of amyloid β and tau (Jacobsen et al. 2006; Fu et al. 2018). Thus, a close association is suspected, and cerebral perivascular lesions may increase the risk of neurodegenerative disorders as well as neurodevelopmental disorders with abnormal neurobehaviors such as autistic spectrum disorder. Increased expression of glial fibrillary acidic protein (*Gfap*) and aquaporin 4 (*Aqp4*) (Onoda et al. 2017b) has been observed in the perivascular lesions following maternal exposure to inorganic nanoparticles. While Gfap constitutes the astrocyte cytoskeleton and is a key molecular marker for astrocyte activation and reactive astrogliosis, Aqp4 is a water-selective channel highly expressed in the perivascular membrane of reactive astrocytic endfeet (Onoda et al. 2017c). These RNAs have been implicated in the pathogenesis of the perivascular lesions.

RNA transcribed from DNA is broadly classified into mRNA, which encodes proteins, and non-coding RNA (ncRNA), which does not. ncRNAs include microRNAs (miRNAs), approximately 20–25 nucleotides long, and long non-coding RNAs (lncRNAs), typically over 200 nucleotides. LncRNAs are transcribed by RNA polymerase II from various genomic regions, including introns, intergenic regions, enhancers, and promoters (Novikova et al. 2013; García-Fonseca et al. 2021), comprising the non-coding genome that accounts for over 98% of human DNA. Approximately 28,000 lncRNA species have been identified (Novikova et al. 2013; Iwakiri 2022). These molecules regulate gene expression through diverse mechanisms; for example, by interacting with mRNA to control gene expression, and are classified as decoys, guides, scaffolds, or precursors (García-Fonseca et al. 2021). As decoys, lncRNAs bind to target miRNAs and prevent their functions. As guides, lncRNAs recruit proteins involved in epigenetic regulation, thereby controlling gene expression. As scaffolds, lncRNAs form a complex with effector proteins to bind them to the DNA-binding sites of specific genes. In addition, as precursors, lncRNAs can be converted to miRNAs that regulate gene expression (García-Fonseca et al. 2021).

LncRNAs regulate gene expression through complex interactions with proteins, miRNAs, and mRNAs by functioning as competing endogenous RNAs (Tay et al. 2014). Several lncRNAs have been implicated in various diseases including cancer (Tay et al. 2014), fatty liver disease (Zhao et al. 2018b), dementia (Li et al. 2019; Yi et al. 2019; Huang et al. 2020; Sen and Mukhopadhyay 2024), and cerebrovascular diseases (Feng et al. 2022). Databases such as “lncRNA and Disease Database” (Chen et al. 2013; Bao et al. 2019) and “LncTarD” (Zhao et al. 2020a) have been developed to investigate the involvement of lncRNAs in various pathological processes. Although many of the functions of lncRNAs remain unknown, their stability in the peripheral circulation and detectability by using qRT-PCR and other methods make them suitable biomarkers for the diagnosis of lung adenocarcinoma (Zhao et al. 2018a), Alzheimer’s disease (Faghihi et al. 2008), and amyotrophic lateral sclerosis (Gagliardi et al. 2018). However, the functional roles of lncRNAs differentially expressed in perivascular lesion remain quite unclear.

Therefore, in this study, we aimed to investigate the functional characteristics of lncRNAs differentially expressed in perivascular lesions and identify the features of RNA molecules that potentially suppress perivascular lesions in the brain. We focused on the potential of lncRNAs, whose expression levels were inversely correlated with the level of perivascular astrogliosis in the brain induced by fetal exposure to carbon black nanoparticles, a model of environmental ultrafine particulate matter. These RNAs may represent novel molecules that suppress perivascular brain lesions linked to neurodegenerative and neurodevelopmental disorders. We also aimed to identify the key sequences of lncRNAs that can potentially suppress lesions by characterizing downregulated lncRNAs and analyzing the functional roles of mRNAs that can bind to these key lncRNA sequences.

## Materials and methods

### Data source and data preprocessing

We used the GSE250286 dataset deposited in the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/). The dataset contains RNA microarray profiles from the cerebral cortex of mice with and without perivascular lesions. Astrogliotic lesions were induced in offspring by maternal exposure to carbon black nanoparticles. This dataset contains eight transcriptomic samples representing different lesion levels (Onoda et al. 2017c). Each sample originally contained 16,251 lncRNAs.

Preprocessing involved filtering quantitative microarray signals. First, lncRNA data were filtered based on the value of gScaleEval (expressed as three levels of confidence: 0, 1, and 2, with 2 representing the gene expression intensity with the highest confidence in the quantification). Genes were retained only if at least one of the eight samples had a gScaleEval score of 2. Non-lncRNAs were excluded. For lncRNAs, the differences in expression levels between samples were calculated for each gene under the same conditions. The mean value and standard deviation of the obtained expression differences were calculated across all genes, and genes that did not fall within the standard deviation during all three replicates were considered outliers and excluded from the analysis. Finally, weakly expressed genes with expression intensity less than 100 in any sample were also excluded. After preprocessing, 12,135 lncRNAs were included in the analysis.

### Standardization of data

*Z*-score standardization was used to normalize gene expression values. The formula for *Z*-score standardization is shown below, where the gene expression intensity in each sample is $${\text{I}}_{\text{n}}$$(*n* = 1–8), the mean of gene expression intensity for each gene is $$\overline{{\text{I} }_{\text{n}}}$$, the standard deviation is *σ*, and the standardized value is $${\text{x}}_{\text{n}}$$(*n* = 1–8).

1 $$x_n=\frac{I_n-\overline{I_n}}\sigma$$

### Principal component analysis to extract lncRNAs inversely correlated with the lesion extent

Principal component analysis (PCA), an unsupervised machine-learning model, was used to aggregate high-dimensional data with many variables in the form of principal components. Visualizing high-dimensional data structures is challenging; however, using PCA, the data can be aggregated to a lower dimension, and the structure of the data can be visualized. In this study, PCA helped identify lncRNAs inversely correlated with lesion severity and potentially involved in lesion suppression.

### Extraction of enriched sequences in lncRNAs downregulated in the brain perivascular lesion

To avoid including coincidental sequence matches, common sequences were extracted under the following conditions: at least 10% or more common nucleic acids (at least 10 nucleotides long) were located at the same position in the base sequences of downregulated lncRNAs. In addition, although the defined condition was determined based on the numerical value of the consensus, there were cases in which “+” was displayed instead of a numerical value. The notation indicated that two or more bases occupy the same proportion of the same position in each lncRNA sequence but were not included in the extracted sequence. The results obtained by Clustal Omega were displayed using Jalview, a free program for editing, visualization, and analysis of multiple sequence alignments (Sievers et al. 2011).

### Search for mRNAs with complementary sequences of common lncRNA sequences involved in lesion suppression and confirmation of their expression in the cerebral cortex

Using Basic Local Alignment Search Tool (BLAST), mRNAs with complementary sequences of common lncRNA sequences involved in suppressing lesions were extracted. The following parameters were applied.

- Database (in Choose Search Set): Reference RNA sequences (refseq_rna)
- Organism: Mus musculus (taxid: 10,090)
- Max target sequences (in General Parameters in the Algorithm parameter column): “5000”
- Filter (in Filters and Masking): Species-specific repeats for Mus musculus (House mouse)

Sequences labeled with names other than mRNA such as “PREDICTED” and “cDNA” in “Description” were excluded; mRNAs with a common complementary sequence were extracted if the sequence direction matched that of the searched sequence from “Alignments” information, and the sequence match rate against the searched sequence was at least 85%. Expression of the resulting mRNAs in the cerebral cortex was verified using The Human Protein Atlas, considering expression in “Tissue RNA - cerebral cortex” or “Brain RNA - cerebral cortex” as confirmation (Lindskog 2016).

### Statistical functional analysis of extracted mRNA groups using DAVID

For each common lncRNA sequence involved in lesion suppression in the cerebral cortex, a list of corresponding mRNAs with common and complementary sequences was generated. Functional enrichment analysis was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) to identify overrepresented biological processes (Dennis G Jr et al. 2003). The following parameters were used: “fold enrichment ≥ 2.0” and “false discovery data (FDR) ≤ 0.05.” Functions that met these conditions were considered statistically significantly enriched within the mRNA group.

## Results

### Extraction of lncRNAs involved in the suppression of perivascular lesions in the brain by PCA

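The expression profiles came from the cerebral cortex of 6-week-old offspring whose mothers were exposed to carbon black nanoparticles (CB-NP). There were 4 groups of 2 arrays: severe lesions (High, 73 µg/kg), normal lesions (Middle, 15 µg/kg), weak lesions (Low, 2.9 µg/kg) and Control (0 µg/kg). The labels of the samples state that RNA was pooled within a group, so p-values measure only the spread between arrays, which may be technical. Each array carried 55681 probes, of which 16251 were for lncRNAs from 4622 genomic regions, with coordinates on mm9. The authors deposited the scanner output of one-colour Agilent arrays, in which the processed signal of a spot is a background-corrected intensity without scaling between arrays. Between 58.4 and 74.4% of all probes were well above background on an array (median 70.0%), and between 49.7 and 70.4% of the lncRNA probes (median 65.0%). The share over all probes was 74.4 and 71.2% in High, 72.7 and 63.9% in Middle, 68.7 and 58.4% in Low, and 72.2 and 68.6% in Control. The 75th percentile of the processed signal lay between 188 and 210. All 8 arrays lay on 1 slide, with High and Middle in row 1 and Low and Control in row 2, so the difference between these pairs of groups is also a difference between slide rows. For the tests, the processed signal was set on the log2 scale relative to the 75th percentile of its array, and probes well above background on both arrays of at least 1 group were kept. These were 39417 probes, 10800 of them for lncRNAs. For PCA, arrays were first scaled to a common 75th percentile of 195, and the steps of the methods were then followed on the linear scale: confident signal on at least 1 of the 8 arrays, removal of probes whose replicates differed by more than 1 SD from the mean difference in every group, removal of probes under an intensity of 100 on any array, and the Z-score. The files used here hold no gScaleEval, so the mark for a signal well above background took the place of its score of 2.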

To identify lncRNAs involved in the suppression of perivascular lesions in the brain, lncRNAs that correlated inversely with the extent of lesions were extracted using PCA. To eliminate arbitrariness and bias, we visualized the characteristics of the expression profiles (Fig. 1a) and extracted lncRNAs downregulated in the lesions in this study. The principal components (PCs), created by PCA, to be focused on were examined from the graphs of the contribution ratio and principal component addition amount (Table 1, Fig. 1a). PC1 was the principal component with the largest contribution, accounting for approximately 30% of the original data (Table 1). 

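PC1 was the leading component of the lncRNA profiles, with a contribution of 0.368, followed by 0.143 for PC2, 0.124 for PC3 and 0.105 for PC4. Of the lncRNA probes, 12654 had a confident signal on at least 1 array, 12594 of these remained after the comparison of replicates and 3294 after the intensity filter. Among the 3294 lncRNAs, 454 were higher on every High and Middle array than on every Low and Control array, and 270 were lower on every such array, where chance gives 1.43% in each direction for a grouping fixed without the data. This grouping is the one that PC1 of the same arrays shows, so the excess is not independent evidence for it. The median difference between Low and Control and High and Middle over the 3294 lncRNAs was -0.04 on the log2 scale. The probes for mRNAs gave a similar leading component, with a contribution of 0.356 over the 13847 probes that passed the same filters. The contribution of PC1 over the lncRNAs ranged from 0.336 without Control replicate 2 to 0.402 without Control replicate 1.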

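On PC1, the High arrays had loadings of -0.217 and -0.480 and the Middle arrays -0.310 and -0.289, whereas the Low arrays had 0.259 and 0.310 and the Control arrays 0.121 and 0.605. The mean loading was -0.348 in High, -0.299 in Middle, 0.284 in Low and 0.363 in Control. The difference of 0.647 between Low and Control and High and Middle had a p of 0.0286 (two-sided exact permutation test over 70 assignments of the arrays), which is the smallest p that 4 arrays against 4 allow, and as this grouping was read from PC1 of the same arrays, the p is not independent evidence for it. Inside a slide row, where the arrays differ in lesion level but not in row, Middle exceeded High by 0.0493 and Control exceeded Low by 0.0790, and neither difference was tested. The groups of a row lay in different columns of the slide, so lesion level and column cannot be told apart there. No slide row held arrays of both sides, so lesion level and slide row cannot be told apart in this split.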

PC1 had negative principal component loadings in the two samples with severe lesions and the two samples with normal lesions and positive principal component loadings in the two samples with weak lesions and the two control samples (Fig. 1a). Therefore, PC1 was the principal component that significantly captured differences due to lesion effects and was suitable for extracting lncRNAs that were inversely correlated with the extent of lesions.

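Endothelial, extracellular matrix and myelin genes were higher in High and Middle than in Low and Control, and genes of the respiratory chain, protein folding and translation were lower. Of 17 endothelial markers, 16 were higher, with a median log2 difference of 0.38 (limma's camera, adjusted p = 5.19e-06; adjusted p = 0.214 with an estimated correlation). Among these, Cldn5, a tight junction protein of the blood-brain barrier, differed by 0.50 (standard error 0.14, limma's adjusted p = 0.133, n = 4 arrays on each side) and Abcb1a, an efflux transporter of the same barrier, by 0.51. Of 16 genes of oligodendrocytes and myelin, 14 were higher, with a median of 0.36 (camera, adjusted p = 6.76e-05; adjusted p = 0.346 with an estimated correlation). Plp1, which encodes a major myelin protein, differed by 0.30 and Mobp by 0.59. The mean over these genes was 2.25 and 2.20 on the High arrays, 1.90 and 2.36 in Middle, 2.07 and 1.76 in Low and 2.04 and 1.47 in Control, while the medians of inhibitory neuron, synapse and dendrite genes were -0.21, -0.14 and -0.11. Genes of the extracellular matrix and basement membrane had a median of 0.23, with 11 of 17 higher (camera, adjusted p = 0.00267; adjusted p = 0.214 with an estimated correlation), and Timp1, an inhibitor of metalloproteinases, differed by 0.90 (standard error 0.16, limma's adjusted p = 0.105).
All 17 genes of the mitochondrial respiratory chain were lower, with a median of -0.20 (camera, adjusted p = 5.19e-06; adjusted p = 0.214 with an estimated correlation), among them Ndufb8 of complex I at -0.36. Of 20 genes for ribosomal proteins, 19 were lower, with a median of -0.18 (camera, adjusted p = 2.29e-05; adjusted p = 0.263 with an estimated correlation). Of 22 genes of the unfolded protein response and endoplasmic reticulum stress, 19 were lower, with a median of -0.28 (camera, adjusted p = 5.78e-05; adjusted p = 0.263 with an estimated correlation), such as the chaperone Canx at -0.33. Of 19 astrocyte markers, 17 were lower, with a median of -0.18 (camera, adjusted p = 0.00639; adjusted p = 0.342 with an estimated correlation), and Aldh1l1, a general marker of astrocytes, differed by -0.49 (standard error 0.11, limma's adjusted p = 0.112). Of 22 reactive astrocyte genes, 12 were higher and 10 lower, with a median of 0.05 (camera, adjusted p = 0.0423; adjusted p = 0.263 with an estimated correlation), which fell to -0.01 without Middle replicate 2 and to -0.0016 without Low replicate 2, and to -0.04 when scaling to array medians moved all genes by -0.09, and the list also did not pass without Low replicate 1 or Control replicate 1. When adjusted over the list alone, 11 genes of the respiratory chain, 10 of endoplasmic reticulum stress, 9 ribosomal proteins, 1 myelin gene, 1 astrocyte marker and 0 endothelial markers passed in limma. At an adjusted p over all probes, 0 members of these lists passed in limma.
Markers of pericytes and smooth muscle (median 0.09) and of perivascular macrophages (median -0.28) did not pass the test. Of 38 gene lists, 18 passed with camera, 0 with an estimated correlation, 13 with fry and 8 after quantile normalization. That normalization gave medians of -0.10 for the respiratory chain and for ribosomal proteins and -0.11 for astrocyte markers, which like the reactive astrocyte genes did not pass then, and normexp background correction gave 0.21 for endothelial markers and 0.09 for the extracellular matrix. Over single probes, limma called 0 at an adjusted p under 0.05 (1 without High replicate 1 and 2 without Control replicate 1), with 8698 at an unadjusted p under 0.05, whereas limma with a trended and robust prior called 2661 and limma after normexp background correction 1748. The lncRNA of smallest p, on chromosome 17 from 13020750 to 13033750 on the reverse strand, was higher in High and Middle by 1.08 (standard error 0.104, limma's adjusted p = 0.0803). The difference between High and Middle and Low and Control moved with the brightness of a probe, from a median of 0.22 in the dimmest of 10 groups of probes of equal size to -0.12 in the brightest. The gene lists were not compared with probes of like brightness, so part of their differences may follow this trend.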

**Fig. 1:**
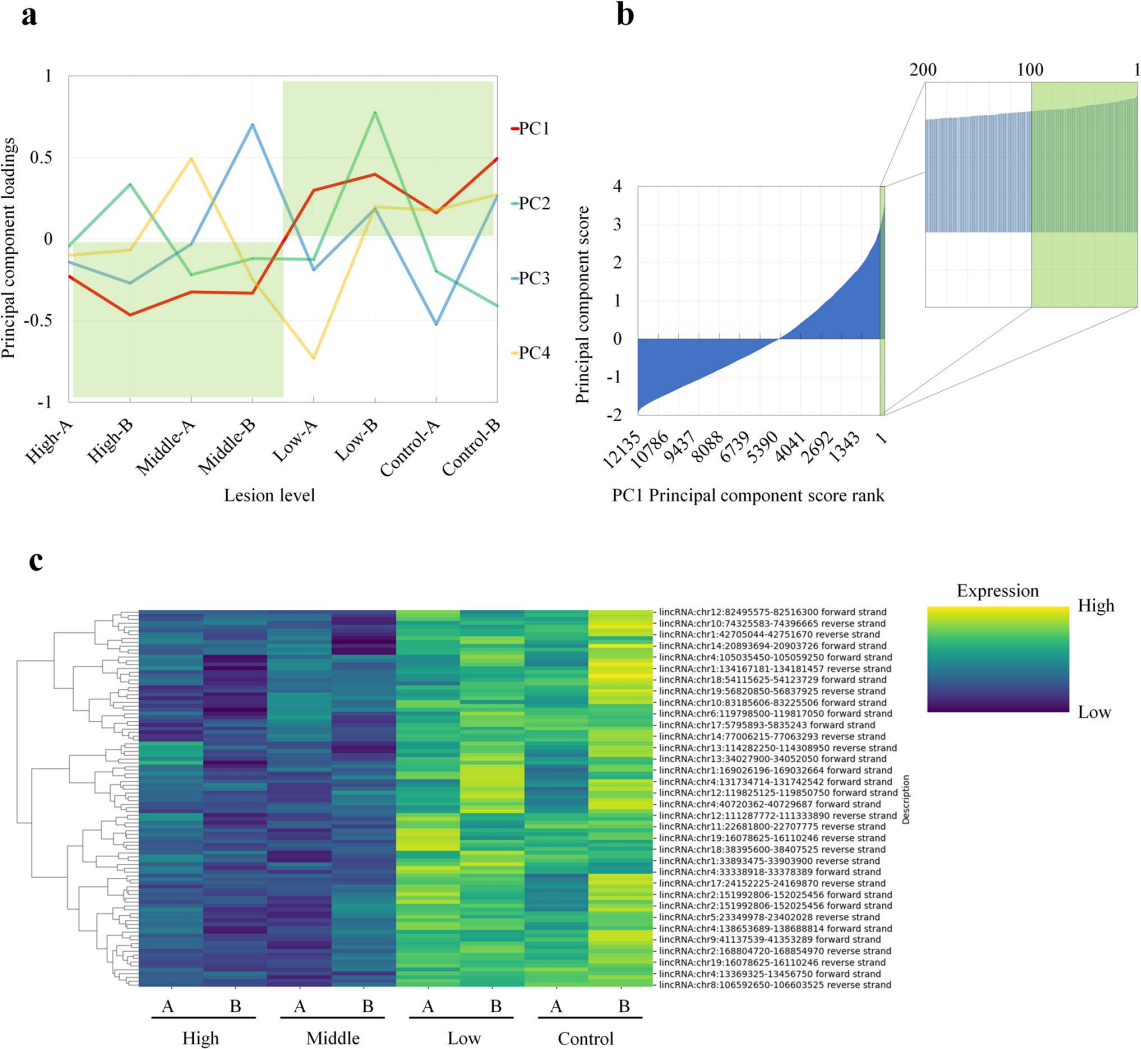
PCA for extracting lncRNAs downregulated in the lesion. **a** Principal component loadings. Lesion level (High-A, B: 2 samples with severe lesions, Middle-A, B: 2 samples with normal lesions, Low-A, B: 2 samples with weak lesions, Control-A, B: 2 samples in Control). **b** PC1 principal component score rank. The enlarged figure shows the portion of the principal component scores from the 1 st to the 200th ranks. The green area indicates the portion from the 1 st to the 100th place. **c** Heat map obtained by hierarchical clustering. In the heat map, higher expression intensity is indicated by darker yellow, and lower expression intensity is indicated by darker blue

**Table 1:** Contribution rate

Principal component	Contribution rate
Principal component 1 (PC1)	0.228
Principal component 2 (PC2)	0.150
Principal component 3 (PC3)	0.143
Principal component 4 (PC4)	0.130

Hence, PC1 principal component information and scores were used to identify lncRNAs involved in the suppression of perivascular lesions in the brain (Fig. 1b). LncRNAs with the highest principal component scores ranked in the PC1 principal component scores were largely responsible for the positive principal component loadings in the two samples with the weakest degree of lesions and the two control samples. Therefore, lncRNAs ranked in the top 100 in principal component scores were extracted, and a heat map was created using hierarchical clustering to visualize the expression variation of the extracted lncRNAs (Fig. 1c). The 100 extracted lncRNAs were expressed at low levels in the two samples with the most severe lesions and the two samples with normal lesions and at high levels in the two samples with the weakest lesions and the two samples in the control group. Therefore, the lncRNAs extracted by principal component analysis were considered to be involved in the suppression of lesions, as their expression was inversely correlated with the degree of lesions.

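All 100 lncRNAs with the highest PC1 scores were lower in High and Middle than in Low and Control, by a median of 0.23 on the log2 scale (range 0.11 to 0.50), or 1.18-fold (range 1.08 to 1.42). The median level of the 100 lncRNAs was 2.37 and 2.30 on the High arrays, 2.36 and 2.36 on the Middle arrays, 2.58 and 2.57 on the Low arrays, and 2.56 and 2.61 on the Control arrays. They came from 72 regions on 19 chromosomes, apart from BRN1-A, the only 1 with a gene name, for which the files give no position. All were well above background on the 8 arrays, and 79 lay in the brightest 2 of 10 groups of tested probes by brightness. In those 2 groups, the median difference of High and Middle from Low and Control over all probes was -0.09 and -0.12. Part of the 0.23 may therefore follow this trend with brightness. After quantile normalization the median of the 100 was 0.18. The lncRNA of highest score, probe A_30_P01027863 on chromosome 10 from 81680941 to 81704964 on the forward strand, had a level of 1.53 ± 0.024 (SD, n = 4) in High and Middle and 1.72 ± 0.070 (SD, n = 4) in Low and Control (limma, standard error 0.063, adjusted p = 0.149). Of the 10 highest, 3 probes lay in 1 region of chromosome 19 from 16078625 to 16110246 on the reverse strand, and among these A_30_P01022152 differed by 0.37 (standard error 0.067, limma's adjusted p = 0.105) and A_30_P01029555 by 0.36. Another 2 lay in a region of chromosome 4 from 138653689 to 138688814 on the forward strand, where A_30_P01027351 differed by 0.31.
On 94 of the 100 lncRNAs, every Low and Control array was above every High and Middle array, against a chance share of 1.43% in probes not chosen for it. These lncRNAs were chosen on the same arrays, so this share is not independent evidence of the direction. For comparison, the 100 lncRNAs that best fitted each of the 70 assignments of the arrays to a higher and a lower side had a median difference of 0.25 for the real assignment and between 0.13 and 0.34 for the others, and 7 of the 70, the real one included, reached at least that value. In limma, 0 of the 100 passed at an adjusted p under 0.05 and 94 had an unadjusted p under 0.05, whereas 55 passed with a trended and robust prior and 36 after normexp.

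**Figure D1:**
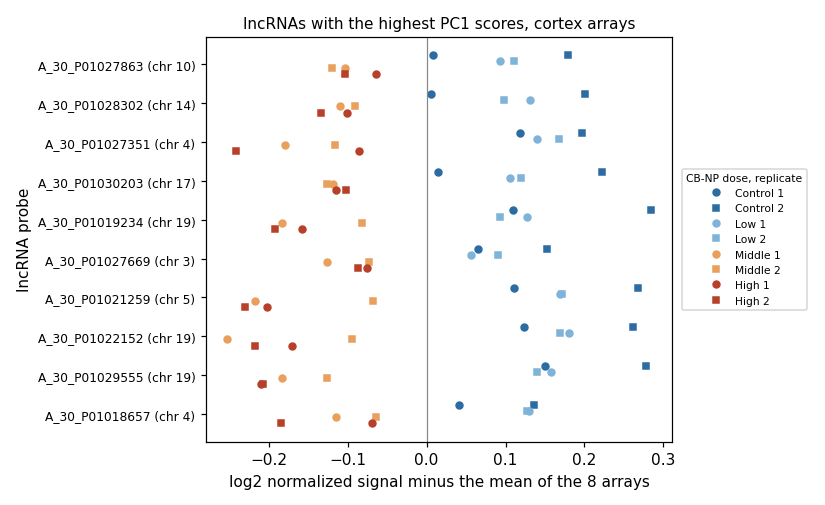
Log2 normalized signal of the 10 lncRNA probes with the highest PC1 scores, each point 1 array, relative to the mean of the 8 arrays. The High and Middle arrays lie to the left of 0 and the Low and Control arrays to the right for each of the 10 probes.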

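Along the ranks from Control over Low and Middle to High, the step between Low and Middle separates the sides for which these 100 lncRNAs were chosen on the same arrays, so their negative slopes (100 of 100) and the excess of Low over Middle (100 of 100, median 0.21 on the log2 scale) follow from the choice. Inside the sides, Middle exceeded High in 66 of 100 (median 0.02) and Control exceeded Low in 69 of 100 (median 0.03). For the lncRNA A_30_P01027863, the means were 1.54 in High, 1.51 in Middle, 1.73 in Low and 1.72 in Control. Control exceeded High by a median of 0.27. For the slope over the ranks, limma called 0 of the 100 lncRNAs at an adjusted p under 0.05 (smallest 0.171), and 23 after normexp. Over all probes, limma called 0 for the slope, with 7490 at an unadjusted p under 0.05, whereas 844 passed after normexp. Inside a slide row, the groups also lay in different columns. Comparisons there called 0 probes between High and Middle, with 1815 at an unadjusted p under 0.05 in limma. Between Low and Control they called 2 lncRNAs, with 2126 at an unadjusted p under 0.05. Of these, the lncRNA on chromosome 12 from 76771424 to 76772158 on the forward strand was at least 4.04-fold higher in Low (limma's adjusted p = 0.0196) and that on chromosome 11 from 97457180 to 97487074 on the forward strand at least 4.01-fold (limma's adjusted p = 0.0454), and neither passed when any 1 High, Middle or Control array was left out. Without Low replicate 1 the count between Low and Control was 93, without Low replicate 2 it was 18, and without Middle replicate 1 the count between High and Middle was 52. From the negative loadings in High and Middle and the positive loadings in Low and Control, the paper reasons that PC1 captured the effect of the lesions, and from the lower expression in High and Middle of the 100 lncRNAs of its own analysis it considers that they take part in the suppression of lesions.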

### Alignment analysis with Clustal Omega

Alignment analysis with Clustal Omega was performed to identify common sequences among the 100 lncRNA sequences extracted by PCA. We identified five sequences and their complementary sequences as common sequences among the extracted lncRNA sequences (Fig. 2, Table 2).

**Fig. 2:**
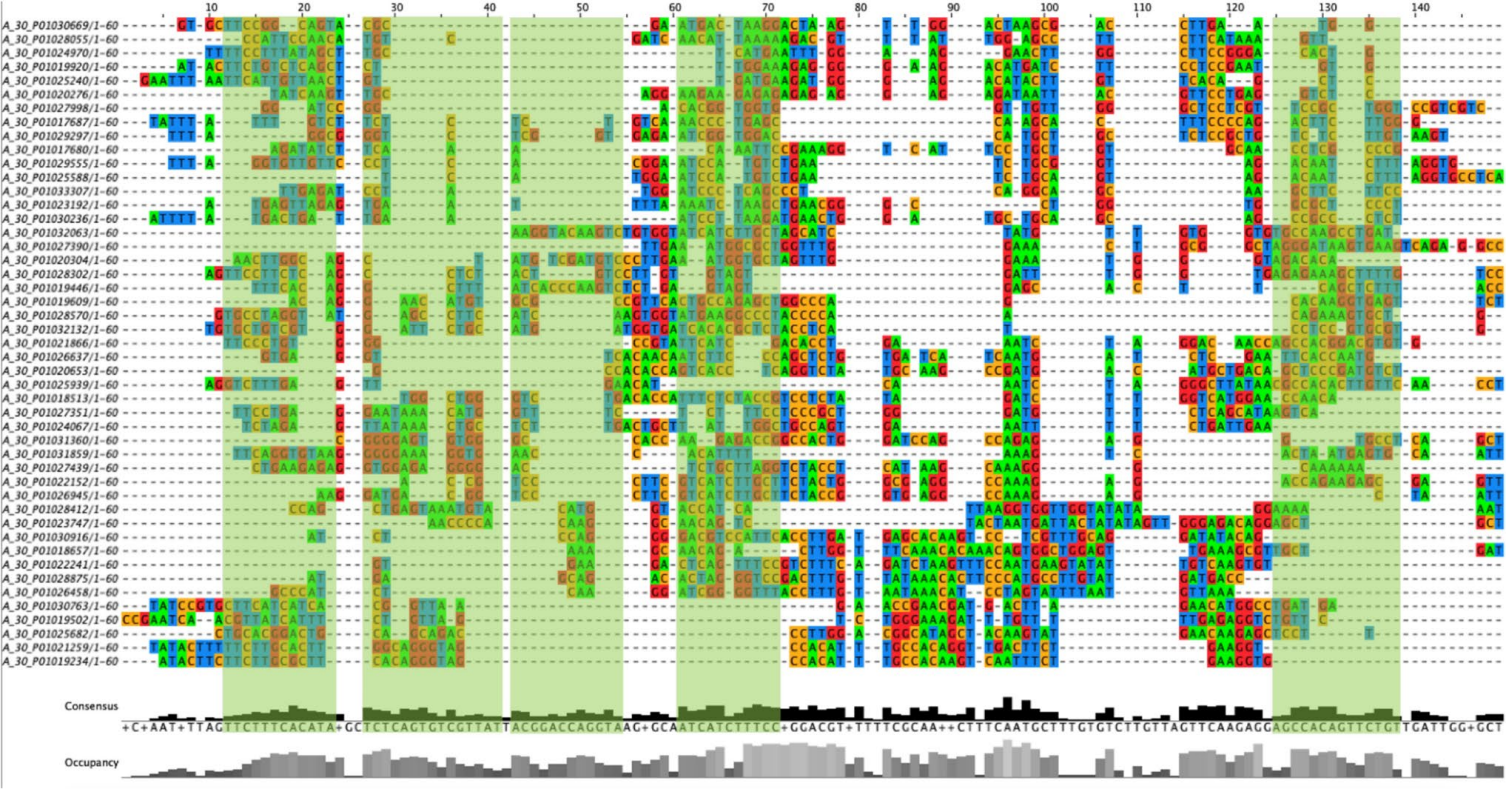
Selected probe sequence alignment results of the 100 lncRNAs extracted. The vertical direction indicates the probe ID of each lncRNA, and the horizontal direction indicates the probe sequence (A: green, G: red, T: blue, C: orange). Sequences that met the extraction conditions in consensus at the bottom of the alignment results were extracted as common sequences of lncRNAs. Although thymine (T) becomes uracil (U) in RNA sequences, it is represented as thymine based on the settings in the tool used for the analysis

**Table 2:** Common sequences of lncRNAs extracted and their complementary sequences

Common sequences	Sequences	Number of bases	Complementary sequences
Common sequence 1	UUCUUUCACAUA	12	UAUGUGAAAGAA
Common sequence 2	UCUCAGUGUCGUUAU	15	AUAACGACACUGAGA
Common sequence 3	ACGGACCAGGUA	12	UACCUGGUCCGU
Common sequence 4	AUCAUCUUUCC	11	GGAAAGAUGAU
Common sequence 5	AGCCACAGUUCUGU	14	ACAGAACUGUGGCU

### Search for mRNAs with complementary sequences

The identified complementary sequences may be possessed by RNAs that likely regulate gene expression by complementary binding to each common sequence of lncRNAs in vivo. BLAST and the Human Protein Atlas were used to identify mRNAs that had complementary sequences and were expressed in the cerebral cortex. Finally, 415 mRNAs with at least one of the complementary sequences 1–5 and expressed in the cerebral cortex of the brain were extracted (Table 3).

**Table 3:** mRNAs that have complementary sequences and are expressed in the cerebral cortex

Complementary sequence	Number of mRNAs	Number of mRNAs expressed in the cerebral cortex	Confirmation of the existence of a function	Number of functions
Complementary sequence 1	101	87	Existence	2
Complementary sequence 2	4	3	No existence	-
Complementary sequence 3	15	14	No existence	-
Complementary sequence 4	321	285	Existence	22
Complementary sequence 5	35	32	No existence	-
Total	470 (476)	415 (421)		

Complementary sequences 1–5 are the complementary sequences of common sequence 1–5, respectively. Values in parentheses represent the total number of included mRNAs duplicated in complementary sequences 1–5. Existence indicates statistically significant functions that were extracted; no existence indicates that no statistically significant features were extracted. The number of functions is indicated as “-” if no statistically significant functions were extracted

### Statistical functional analysis of extracted mRNA groups using DAVID

Statistical functional analysis was performed using DAVID for each group of mRNAs with complementary sequences. DAVID analysis revealed that the mRNA groups with statistically significant functions were mRNA groups with complementary sequences 1 and 4 (Table 3). The functions identified (using DAVID) to be statistically significantly enriched in the mRNA group with complementary sequence 1 were “Nucleoplasm” and “Isopeptide bond” (Table 4, Fig. 3a). The functions identified (using DAVID) to be statistically significantly enriched in the mRNA group with complementary sequence 4 were “Basic and acidic residues,” “Neuronal cell body,” “Postsynaptic density,” “Immunoglobulin I-set,” “SNF2-related,” “Cell projection”, “Dendrite,” “Basic residues,” “Axon,” “Sarcolemma,” “Acidic residues,” “Synapse”, “Ion transport,” “Neuron projection,” “Helicase ATP-binding,” “Macromolecular complex,” “Perinuclear region of cytoplasm,” “Helicase,” “Chromatin regulator,” “Glutamatergic synapse” (Table 5, Fig. 3b).

**Table 4:** Functions identified to be statistically significantly enriched in the group of mRNAs with complementary sequence 1

Category	Term	LH	LT	PH	PT	Fold enrichment	FDR
UP_KW_PTM	Isopeptide bond	19	70	1569	13,044	2.257	0.005
GOTERM_CC_DIRECT	Nucleoplasm	29	79	3674	21,301	2.128	0.012

*PT*, population total; *PH*, population hits; *LT*, list total; *LH*, list hits; *FDR*, false discovery rate

“Category” indicates the method used for data collection and “Term” indicates the function. PT indicates the total number of genes of the selected species obtained by the method indicated in Category. PH indicates the number of genes with the functions indicated in Term among the genes in PT. LT indicates the number of genes with the functions indicated in Term among the list of genes analyzed. LH indicates the number of genes in LT that possess the function indicated in Term. “Fold enrichment” included in the extraction conditions is the calculated value of (LH/LT)/(PH/PT), and FDR indicates the percentage of false positives among those for which the test results were determined to be significant but not actually significant

**Fig. 3:**
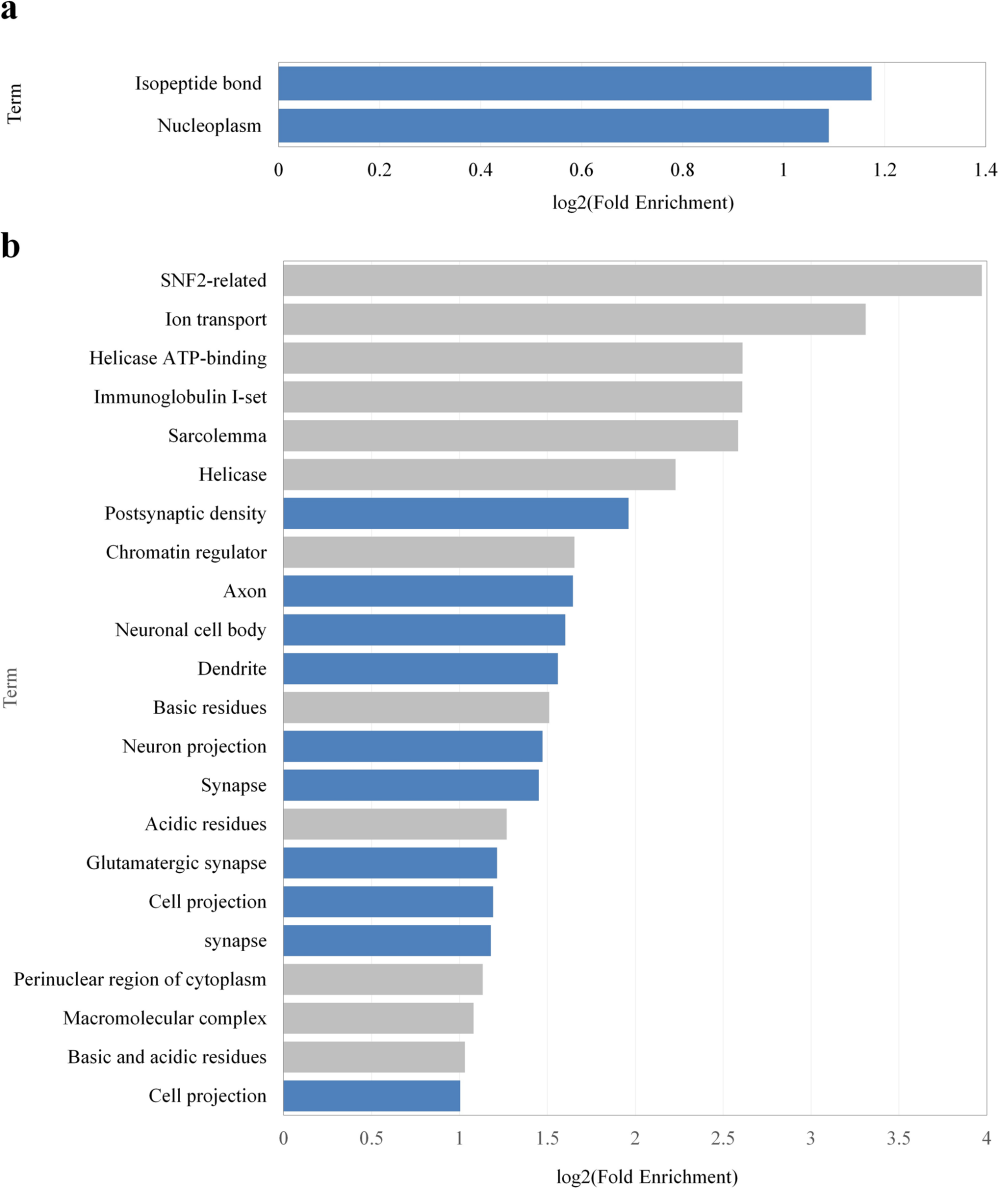
Functions enriched in the group of mRNAs with the complementary sequences. Functions identified to be statistically significantly enriched in the mRNA group with **a** complementary sequence 1 and **b** complementary sequence 4 are shown. Blue-shaded regions represent the functions of mRNAs expected to be involved in lesions

**Table 5:** Functions identified to be statistically significantly enriched in the group of mRNAs with complementary sequence 4

Category	Term	LH	LT	PH	PT	Fold enrichment	FDR
INTERPRO	SNF2-related	7	273	34	20,806	15.69	0.001
UP_SEQ_FEATURE	Ion transport	7	280	56	22,228	9.923	0.020
UP_SEQ_FEATURE	Helicase ATP-binding	9	280	117	22,228	6.107	0.028
INTERPRO	Immunoglobulin I-set	12	273	150	20,806	6.097	0.001
GOTERM_CC_DIRECT	Sarcolemma	11	277	141	21,301	5.999	0.001
UP_KW_MOLECULAR_FUNCTION	Helicase	9	168	139	12,161	4.687	0.027
GOTERM_CC_DIRECT	Postsynaptic density	19	277	375	21,301	3.896	0.000
UP_KW_MOLECULAR_FUNCTION	Chromatin regulator	13	168	299	12,161	3.147	0.027
GOTERM_CC_DIRECT	Axon	21	277	516	21,301	3.130	0.001
GOTERM_CC_DIRECT	Neuronal cell body	26	277	659	21,301	3.034	0.000
GOTERM_CC_DIRECT	Dendrite	24	277	626	21,301	2.948	0.001
UP_SEQ_FEATURE	Basic residues	24	280	669	22,228	2.848	0.006
GOTERM_CC_DIRECT	Neuron projection	21	277	582	21,301	2.775	0.004
UP_KW_CELLULAR_COMPONENT	Synapse	20	253	520	17,987	2.734	0.003
UP_SEQ_FEATURE	Acidic residues	29	280	956	22,228	2.408	0.010
GOTERM_CC_DIRECT	Glutamatergic synapse	20	277	663	21,301	2.320	0.040
GOTERM_CC_DIRECT	Cell projection	37	277	1246	21,301	2.284	0.001
GOTERM_CC_DIRECT	Synapse	30	277	1019	21,301	2.264	0.004
GOTERM_CC_DIRECT	Perinuclear region of cytoplasm	24	277	842	21,301	2.192	0.025
GOTERM_CC_DIRECT	Macromolecular complex	26	277	946	21,301	2.114	0.025
UP_SEQ_FEATURE	Basic and acidic residues	139	280	5402	22,228	2.043	0.000
UP_KW_CELLULAR_COMPONENT	Cell projection	34	253	1205	17,987	2.006	0.003

“Category” indicates the method used for data collection and “Term” indicates the function. PT indicates the total number of genes of the selected species obtained by the method indicated in Category. PH indicates the number of genes with the functions indicated in Term among the genes in PT. LT indicates the number of genes with the functions indicated in Term among the list of genes analyzed. LH indicates the number of genes in LT that possess the function indicated in Term. “Fold enrichment” included in the extraction conditions is the calculated value of (LH/LT)/(PH/PT), and FDR indicates the percentage of false positives among those for which the test results were determined to be significant but not actually significant

## Discussion

In this study, RNA expression profile data was provided for preprocessing including normalization and then subjected to the following analyses, enabling the extraction of lncRNAs that are differentially expressed in the target lesions with minimized bias from random individual variation. Low-expression lncRNAs were excluded during the data preprocessing to ensure reliable identification of lncRNAs. This approach is useful for identifying suppression targets in various pathological conditions. Although the number of transcriptome data samples used is limited, their reproducibility has been confirmed across multiple studies at both the transcriptional and protein levels in some genes with histopathological observations (Onoda et al. 2017b, 2017c; Umezawa et al. 2018). This study extracted sequence-based potential functions of lncRNAs that are downregulated in the target perivascular lesion in the brain. Functional enrichment analysis of mRNAs that can bind to the extracted lncRNAs via complementary sequences suggested that the mRNA group may be involved in the pathogenesis of the lesion. Statistical functional analysis using DAVID extracted a total of two functions, “nucleoplasm” and “isopeptide binding,” that are statistically significantly enriched in the mRNA group with complementary sequence 1. “Nucleoplasm” refers to the liquid portion of the nucleus enclosed by the nuclear membrane and contains several non-membrane-bound structures, such as nucleoli and nuclear speckles. Its primary function is to store DNA and enable DNA-dependent processes such as transcription in a controlled environment. Disruption in nucleoplasmic processes can lead to defective transcriptional regulation, which may exacerbate lesion pathology. Therefore, problems with gene regulatory processes in the nucleoplasm may be related to the production and processing of abnormally structured proteins (Galganski et al. 2017). “Isopeptide bond” is an amide bond between the C-terminal carbonyl group of ubiquitin and the lysine ε-amino group during ubiquitin modification. Neurodegenerative diseases associated with perivascular lesions in the brain develop when abnormally structured proteins accumulate intracellularly or extracellularly in neurons and other normal cellular structures, resulting in structural and functional degeneration of the central and peripheral nervous systems (Fang et al. 2022). Since isopeptide bonds formed by transglutaminase are stable and difficult to degrade, pathological proteins such as amyloid-β and α-synuclein irreversibly bind to each other if excess isopeptide bond is formed, leading to the formation of abnormal protein aggregates (Zhang et al. 2016). The ubiquitin-proteasome pathway is a proteolytic pathway through which eukaryotic cells process abnormally structured or damaged proteins (Ciechanover 2005). Therefore, isopeptide binding related to the ubiquitin-proteasome pathway may be a relevant function in perivascular lesions in the brain and neurodegenerative diseases.

A total of 22 functions were extracted as statistically significantly enriched in the mRNA group with complementary sequence 4. Astrocyte activation, characterized by Gfap upregulation, is a hallmark of perivascular lesions in the brain. Astrocytes are glial cells that fill the brain, and their functions include housekeeping functions necessary to maintain neuronal function and to actively form synapses via synthesizing extracellular matrix proteins, adhesion molecules, and trophic factors (Wang and Bordey 2008). Housekeeping functions include buffering excess potassium and neurotransmitters, providing perisynaptic nutrients and structural support, and contributing to the integrity of the blood–brain barrier (Wang and Bordey 2008). In addition to their function in actively forming synapses, astrocytes are involved in the release and uptake of various neurotransmitters, with an emphasis on neurons at the synapses and their removal (Chung et al. 2015). Also, astrocytes regulate glutamatergic synaptic function through glutamate reuptake and signaling via NMDA receptors (Chipman et al. 2021). The focused lesion in the present study, persistent astrocytic activation with Aqp4 overexpression in the brain perivascular areas, is related to impaired clearance of waste products such as abnormally folded proteins (Onoda et al. 2017a, 2017c). 

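In RNA of the cerebral cortex, neither Gfap, which forms the cytoskeleton of astrocytes, nor Aqp4, the water channel of their endfeet, passed between lesion levels at an adjusted p under 0.05 in limma. In simulated data of High against Control, 0% of the probes changed by 0.5 on the log2 scale were recovered at that threshold. A change of that size could thus be missed. The brightest Gfap probe, A_55_P2157250, had a log2 level of 0.30 ± 0.12 (SD, n = 2) in High, 0.23 ± 0.26 in Middle, 0.18 ± 0.086 in Low and 0.31 ± 0.10 in Control. High differed from Control by -0.02 (standard error 0.156, limma's adjusted p = 0.966). The brightest Aqp4 probe, A_55_P2000369, had a level of 0.74 ± 0.043 in High, 0.69 ± 0.0096 in Middle, 0.80 ± 0.038 in Low and 1.02 ± 0.058 in Control (SD, n = 2 each). High differed from Control in Aqp4 by -0.28 (standard error 0.095, limma's adjusted p = 0.350), Middle by -0.33 (adjusted p = 0.424 in limma) and Low by -0.22 (adjusted p = 0.927 in limma). For this probe, the unadjusted p in limma was 0.0267 for High, 0.0132 for Middle and 0.0601 for Low. The other Aqp4 probe, A_55_P2031939, differed by -0.09 between High and Control (unadjusted p = 0.524 in limma). The dim Gfap probe A_52_P52303 was well above background on 6 of the 8 arrays, at -2.09 and -2.60 in High, -1.95 and -2.52 in Middle, -2.67 on Low replicate 2 and -2.26 on Control replicate 2. The remaining Gfap probe, A_55_P2157245, was not well above background on the Low arrays and had levels of -3.91 and -3.80 in High, -3.94 and -3.36 in Middle and -3.54 and -3.95 in Control. The arrays measured RNA of the cortex without separating perivascular areas.

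**Figure D2:**
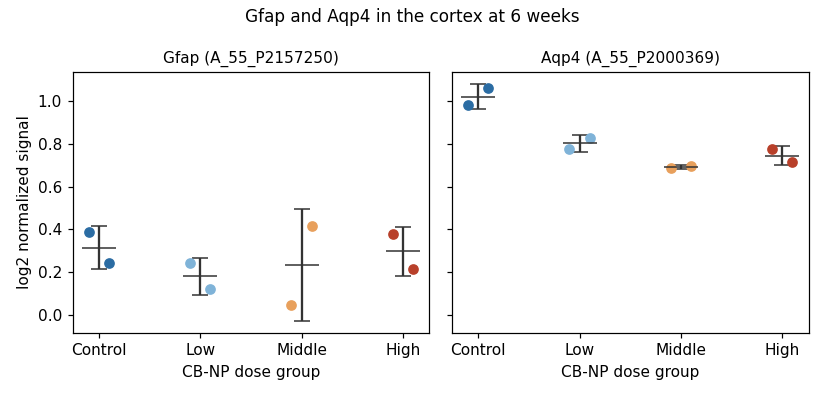
Log2 normalized signal of Gfap (probe A_55_P2157250) and Aqp4 (probe A_55_P2000369) in the cortex by dose group, with points for single arrays, bars for the group mean and whiskers for the SD (n = 2). Gfap lies between 0.18 and 0.31 in the group means, and Aqp4 is 1.02 in Control and from 0.69 to 0.80 in the exposed groups.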

Among the identified 22 functions enriched in the potential target mRNAs for the lncRNAs downregulated in the lesion, “Neuronal cell body,” “Synapse,” “Postsynaptic density,” “Cell projection,” “Dendrite,” “Neuron projection,” and “Glutamatergic synapse” are functions related to astrocytes.

Alzheimer's disease, a typical example of neurodegenerative disease, is characterized by senile plaques composed of amyloid-β in the patient’s brain, neurofibrillary changes composed of intracellular hyperphosphorylated microtubule-associated protein tau, dystrophic neurites, decreased synaptic density, and neuronal loss. Thus, these eight functions may be related to decreased synaptic density and neuronal loss and perivascular lesions and neurodegenerative diseases.

The identified functions, based on complementary sequences 1 or 4, are related to perivascular lesions in the brain and neurodegenerative diseases. However, among the two functions associated with complementary sequence 1, the range of functions for “nucleoplasm” is broad, and its direct involvement in perivascular lesions in the brain is difficult to verify. In contrast, with respect to functions that were associated with complementary sequence 4, eight functions can be linked to perivascular lesions in the brain. In addition, the group of mRNAs with complementary sequence 4 contained *Gfap*, a molecule important for astrocyte and blood-brain barrier functions and implicated in the pathogenesis of brain perivascular lesions (Onoda et al. 2017c). Therefore, there is a possibility that “AUCAUCUUUUCC” of common sequence 4 and *Gfap* bind complementarily and regulate the expression of Gfap by the principle of lncRNA trans-acting (Yoon et al. 2013), and regulate the astrocyte differentiation induction and cytoskeleton maintenance functions of Gfap.

Thus, among the common sequences 1–5 of the extracted lncRNAs, the sequence with the greatest potential to suppress perivascular lesions in the brain is the common sequence 4, “AUCAUCUUUCC.” Therefore, lncRNAs with this sequence (derived from the consensus sequence 4) may control the expression and functioning of mRNAs with statistically significantly enriched functions by binding complementarily.

In this study, lncRNAs involved in the suppression of perivascular lesions in the brain were defined as those whose expression correlated inversely with the extent of perivascular lesions in the brain; however, it should be noted that RNAs that correlated inversely with lesions do not always contribute to the suppression of perivascular lesions in the brain. In addition, we focused on sequences common to a group of lncRNAs whose expression correlated inversely with the degree of perivascular lesions in the brain. However, it is possible that one of the individual lncRNAs is important instead of the common sequence, and it would be meaningful to examine this possibility. Additionally, even if the pathology of the perivascular astrogliosis has a similarity to the neurodegenerative and neurodevelopmental disorders with abnormal neurobehavior (Umezawa et al. 2018), the effects of lncRNAs on brain diseases are unsolved issues that require more investigations. Further experimental validation is needed to examine whether the lncRNAs and their common sequences extracted in this study suppress perivascular lesions and potentially related brain diseases.

## Conclusion

In this study, we extracted lncRNAs that were dysregulated by the development of perivascular lesions in the cerebral cortex induced by exposure to carbon black nanoparticles during the fetal period. Common sequences are present in the lncRNAs whose expression decreases in brain perivascular lesion. A common sequence “AUCAUCUUUCC” was found in the lncRNAs whose expression inversely correlated with the level of the perivascular lesions in the brain. As a result of the prediction of the function of this sequence by identifying in mRNAs that can bind, eight GO terms, including “Cell projection” and “Dendrite,” were extracted as the functions of mRNAs possessing sequences complementary to the identified lncRNAs and potentially involved in suppressing the lesions. These functions were closely related to the pathology of brain perivascular lesions, such as neural dysfunction and astrocytic endfoot elongation. lncRNAs with this sequence may represent novel molecules that suppress brain perivascular astrogliosis, which is linked to neurodegenerative and neurodevelopmental disorders.

## Data Availability

The data and codes that support the findings of this study are available from the corresponding author (MU), upon reasonable request.

## Abbreviations

Aqp4: Aquaporin 4
BLAST: Basic Local Alignment Search Tool
DAVID: Database for Annotation, Visualization, and Integrated Discovery
Gfap: Glial fibrillary acidic protein
lncRNA: Long non-coding RNA
miRNA: MicroRNAs
PCA: Principal component analysis

How the deposited data were processed for this re-analysis (not part of the article)

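RNA of the cerebral cortex and of the placenta of mice was measured on 32 one-colour Agilent arrays. Of these, 8 hold the cortex of 6-week-old offspring of the dose study that the paper analyses (73, 15, 2.9 and 0 µg/kg), 8 hold placentas of the same doses at gestational day 13, 8 hold the cortex of 6-week-old offspring of a study with carbon black nanoparticles at 95 µg/kg and ascorbic acid, and 8 hold the cortex of 12-week-old offspring. Groups had 2 arrays each. Of the 12-week arrays, 6 were assigned to no group because their labels contradict each other, so the 12-week arrays enter no comparison between treatments.

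The authors deposited the output of Agilent Feature Extraction for each array, in which a processed signal is an intensity on a linear scale after background correction, with no scaling between arrays. The authors also deposited a table of intensity values for all arrays, which equal the processed signal of each array times 1 constant for that array. How the constant was set is not given in the sources used here, but the mean of the values without the extremes is 2500 on every array, and the scale is linear, without centring of probes. The median of that table was 375 and 376 in the High arrays of the cortex, 373 and 364 in Middle, 345 and 330 in Low, 348 and 320 in Control, between 375 and 453 on the arrays of the ascorbic acid study, and between 78.1 and 89.3 in placenta. RNA was pooled within groups according to the labels. Control spots and spots marked as outliers were left out, and spots of the same probe were averaged.

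The intensity values deposited by the authors were turned to log2 and the log2 of the 75th percentile of the array was subtracted, so a level of 0 is the 75th percentile. Probes well above background on both arrays of at least 1 group were tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment over all probes tested and a threshold of 0.05. The comparison of High and Middle with Low and Control used a fit with 2 groups, the other comparisons a fit with 4 groups that share 1 spread, and the trend a slope over the lesion ranks from 0 to 3. A fold against a group in which a probe was not well above background is a lower bound. It sets the mean of the brighter group against the mean, over the arrays of the dimmer group, of the higher of 2 values, which are the lowest signal among probes well above background and the probe's own signal. PCA followed the steps of the paper, with arrays scaled to a common 75th percentile of 194.826, a minimum intensity of 100 and the 100 lncRNAs of highest PC1 score. The score of the confidence that the paper uses was replaced by the mark for a signal well above background. Tables were read with data.table 1.17.8 and, in Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

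The probes other than those for lncRNAs were named from the array's accessions through a table of RefSeq gene names (GRCm38.p6, used for names only), which gave a symbol to 28026 of 39430 (71.1%). The lncRNA probes carry coordinates on mm9. Before the data were examined, 39 gene lists with 628 genes were fixed, of which 622 were in the table of names and 611 on the array, together with the grouping of the arrays, the tests, the rule for named genes and most alternatives. Each gene was represented by its probe of highest mean. Lists were tested with camera in limma with a preset correlation of 0.01, set beside camera with an estimated correlation and beside fry, with adjustment over the lists. The genes named are Gfap and Aqp4 with every probe, the 10 lncRNAs of highest PC1 score, for each comparison up to 10 probes per direction of largest difference among those past the threshold, bright and separated between groups, otherwise the probes of smallest p up to 5, and the 4 members of smallest p of each list. Other genes named were chosen after their values were seen, which holds for the abundant meningeal genes set beside Gfap.

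The number of arrays limits the precision. In simulated data of the comparison of High and Middle with Low and Control, with 200 of 39417 probes changed, 15.5% of the changed probes were recovered at a log2 difference of 0.5, 65.5% at 1 and 91.5% at 2. For High against Control these shares were 0, 16 and 74%. In placenta, arrays of the same replicate number deviated together, with a correlation between 0.29 and 0.75 (median 0.59) in 6 of 6 pairs of groups, a pairing that comes from the data and the numbers alone.

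The alternatives were quantile normalization, scaling to the median, the deposited table of scaled values, other filters on dim probes and on replicates, log2 values for PCA, a trended and robust prior, the replicate number as a block and leaving out each array in turn. Normexp background correction with an offset of 50 on the median signal was added later, as were the comparison of High with Middle and a PCA that joins the scaled values with another intensity filter. This offset shrinks log2 differences of dim probes. Smaller differences of dim lists and dim probes after normexp therefore follow at least in part from the offset. Normexp on the mean signal was left out because the files used here hold no mean signal. The alignment of lncRNA sequences and the search for mRNAs with complementary sequences were not analysed here, since they need probe and transcript sequences.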

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

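The tests over other splits of the arrays for probes at an adjusted p and for gene lists were fixed in advance, whereas the tests of slide row, scale and brightness, blood vessels, white matter and meninges, and those over splits at an unadjusted p or with a trended and robust prior, were chosen after the result was seen.

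The mRNA probes, which the paper does not analyse, parted High and Middle from Low and Control on PC1 as the lncRNA probes did, with a difference of 0.662 in loadings, and 18 gene lists passed in camera (0 with an estimated correlation, smallest adjusted p = 0.214, 13 with fry and 8 after quantile normalization). On the other 3 slides, the highest median of row 2 minus row 1 of the 100 lncRNAs was 0.0055, against 0.23 here. This argues against a row effect of like size on all slides only if exposure did not offset it. In the 6-week cortex, row 1 held the arrays with CB-NP, and in placenta it held High and Middle. These values therefore show no effect of exposure either. After quantile normalization, 7294 probes had an unadjusted p under 0.05 in limma (8698 before). How many of the 8698 were among them was not counted, so the totals do not show which differences depended on unequal distributions of brightness. That 1 of 35 splits reached 7294 (highest other 3286) adds nothing, since the real split was read from PC1 of these arrays. Brightness may still contribute, as the median of the same 100 lncRNAs fell to 0.18 with that normalization. The dimmest and brightest of 10 groups of probes still differed by 0.13 and -0.04 then. Over the 35 splits of the arrays into 4 and 4, the planned count of probes decides nothing, as it was 0 in limma, which 35 of 35 splits must reach (highest other 1), and the planned count of lists does not exclude chance, as 2 of 35 gave at least its 18 (highest other 19, with High 1, High 2, Middle 2 and Control 1 on a side), nor do the counts added later, 8698 probes at an unadjusted p under 0.05 (highest other 3888) and 2661 with a trended and robust prior (highest other 1), although 1 of 35 splits reached each, since the real split was read from PC1 of these arrays and only 3 splits keep both arrays of each group on a side (8698, 1650 and 1222). A row effect on this slide alone cannot be told apart from lesion level, because each row holds only 1 side, and the larger difference of mean loadings inside a row was 0.122 of that between rows. Inside a row, the groups lay in different slide columns, so lesion level and column cannot be told apart there. Dose and lesion level stay open as a biological explanation, and where they were compared inside a row, limma called 0 probes between High and Middle (1815 at an unadjusted p under 0.05, 0 after normexp and 52 without Middle replicate 1) and 2 between Low and Control (2126 at an unadjusted p under 0.05, 0 after normexp, 93 without Low replicate 1, 18 without Low replicate 2 and 0 without any 1 High, Middle or Control array).

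In High against Control, 14 gene lists passed in camera, 4 higher and 10 lower (0 with an estimated correlation, smallest adjusted p = 0.162, 5 with fry, 8 after quantile normalization and 9 without Control replicate 2), led by endothelial markers with 15 of 17 higher and a median of 0.58 (0.23 after normexp, adjusted p = 9.78e-07, adjusted p = 0.162 with an estimated correlation, 4 genes in limma when adjusted over the list alone), such as Cldn5 at 0.81 and the transporter Slco1a4 at 0.78, and by myelin genes with 14 of 16 higher and a median of 0.52 (adjusted p = 0.0004, adjusted p = 0.491 with an estimated correlation), which was 0.18 and did not pass without Control replicate 2 (adjusted p = 0.165 in camera) and was 0.88 without Control replicate 1. A larger share of blood vessels would raise pericyte markers alike, and the endothelial mean of 0.56 exceeded the pericyte mean of 0.10 by 0.459 (standard error 0.173 over genes, which are not independent). This criterion replaced an earlier one after the values were seen, and the earlier one, medians above 0.1 for pericyte and for vascular fibroblast and meningeal markers, was narrowly met in 2 of 2 (0.13 and 0.11) and goes with more vessels, so neither that share nor a change in endothelial cells alone is excluded. The neuron lists, of which the highest median was -0.12 against -0.05 for all genes, would go with more white matter in the pieces. They cannot decide it, since the comparison with all genes did not allow for brightness. In High and Middle against Low and Control, the brightest of 10 groups of probes also had a median of -0.12. Oligodendrocyte precursor markers went both ways (median -0.11, mean 0.11, adjusted p = 0.997 in limma's camera). Dose, lesion level and slide row also part High from Control and stay open.

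In the 6-week cortex with CB-NP at 95 µg/kg, 2 gene lists passed against control in camera (0 with an estimated correlation or fry, 1 without CB replicate 1 or CB replicate 2, 4 without AA replicate 2 and 7 without control replicate 2), which were astrocyte markers with 18 of 19 higher and a median of 0.18 (adjusted p = 0.000945, adjusted p = 0.852 with an estimated correlation, 0.11 and not passing without CB replicate 1 and 0.28 without CB replicate 2) and vascular fibroblast and meningeal markers with 14 of 15 higher and a median of 0.49 (adjusted p = 0.00124, adjusted p = 0.852 with an estimated correlation, 0.29 after normexp, and not passing without CB replicate 2, at 0.44, or control replicate 1, at 0.27). The brightest Gfap probe had a level of 0.72 ± 0.019 (SD, n = 2) with CB-NP, 0.60 ± 0.076 with ascorbic acid alone, 0.21 ± 0.10 in control and 0.11 ± 0.11 with both, and passed in none of these comparisons at an adjusted p under 0.05 in limma. With CB-NP it differed from control by 0.51 on the log2 scale (standard error 0.14, limma's unadjusted p = 0.00845 and adjusted p = 0.821). The dimmer Gfap probes had an unadjusted p of 0.265 and 0.771 in limma in that comparison. More meninges on the pieces may contribute, since Gfap and the mean of the meningeal markers, 3 of whose 15 genes are in another list, went together over the 8 arrays (Spearman's rho 0.905, permutation p = 0.00456, adjusted p = 0.00913, and Pearson's r 0.899, permutation p = 0.000347, adjusted p = 0.000694, and 0.914 without the 2 arrays farthest from the median). The permutation treated the 8 arrays as exchangeable, although they are 4 groups of 2. Its p therefore reflects differences between groups and cannot part meninges from a treatment effect on both. Ptgds, an abundant enzyme of the meninges, was at 6.11 ± 0.032 (SD, n = 2) with CB-NP, 5.98 ± 0.064 with ascorbic acid, 5.64 ± 0.28 in control and 5.43 ± 0.37 with both. Slc13a4, Col1a2 and Slc22a6 were also higher with CB-NP than in control. However, the CB-NP arrays lay far apart in Col1a2, which was at 1.61 ± 1.17 with CB-NP and 0.73 ± 0.023 in control. Slc22a6 was at 0.52 ± 0.59 in control and 0.56 ± 0.84 with both. In the dose study, the other of the 2 relations computed, Gfap and the mean of the meningeal markers did not go together (rho -0.0238, permutation p = 0.977, and r 0.00726, permutation p = 0.987, and 0.548 without the 2 farthest arrays). The relation was not tested inside a slide row, which holds 4 arrays. An effect of CB-NP or of ascorbic acid on astrocytes stays open and was not tested apart from the meninges, and a slide row effect cannot be told apart from CB-NP in the comparison with control, since CB-NP lay in row 1 and control, like ascorbic acid alone, in row 2.

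Other data that the paper does not report also gave calls, although no gene list there passed with an estimated correlation. In placenta, High and Middle lay in slide row 1 and Low and Control in row 2, so High or Middle against Control is also a difference between rows. In placenta and in the 6-week cortex, the groups of a row lay in different columns, so comparisons inside a row are also differences between columns. In the 6-week cortex, 7 gene lists passed in camera for CB-NP with ascorbic acid against CB-NP, 2 higher and 5 lower (0 with an estimated correlation, smallest adjusted p = 0.563, and 4 without replicate 1 of both compounds). For ascorbic acid alone against control, 2 lists passed and were higher (0 with an estimated correlation, smallest adjusted p = 0.662, 0 without control replicate 1 and 6 without control replicate 2). The 100 lncRNAs of highest PC1 score had a median log2 difference of 0.034 with CB-NP at 95 µg/kg against control, and 68 of 100 were higher (camera p = 0.00973, p = 0.581 with an estimated correlation), a median that was -0.0049 without CB replicate 1 and -0.0082 without control replicate 2. In placenta, limma called 3 probes in High against Control, with 796 at an unadjusted p under 0.05 (1643 with the replicate number as a block), 2 with that block, 9 without High replicate 1, 22 without High replicate 2, 120 without Control replicate 1 and 174 without Control replicate 2. In Middle, limma called 1 probe, which was lower, with 1100 at an unadjusted p under 0.05 (2710 with the block), 0 without High replicate 1 (1151 at an unadjusted p under 0.05) or High replicate 2 (1464), and 73 without Middle replicate 1, 31 without Middle replicate 2, 111 without Control replicate 1 and 158 without Control replicate 2. In Low, limma called 8 probes, with 617 at an unadjusted p under 0.05 (1285 with the block), 0 without High replicate 1 (607 at an unadjusted p under 0.05) or High replicate 2 (707), and 214 without Low replicate 1, 246 without Low replicate 2, 122 without Control replicate 1 and 176 without Control replicate 2. Of 39 gene lists in placenta, camera called 1 in High (0 with the replicate block, 3 without High replicate 2, 2 without Middle replicate 2 and 4 without Control replicate 2), 9 in Middle and 2 in Low (4 with the block and without Low replicate 2 or Control replicate 2), and 0 of these passed with an estimated correlation (smallest adjusted p = 0.978, 0.257 and 0.988).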

How the results depend on the processing

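Normexp on the median signal, the comparison of High with Middle, the gene lists of 6 comparisons named at the end and the PCA on scaled values with removal only under 100 on all 8 arrays were chosen after the data had been seen, and the other settings were planned. Over 23 results that answer a comparison, 116 of the values under other settings counted as the same, 41 moved and 3 were weaker. With 1 array left out, 121 were the same, 51 moved, 2 were stronger and 2 reversed. Counts of probes or lists were the same within 1.5 times of the main count, which includes 0 that stayed 0. The PC1 contribution and the median of the 100 lncRNAs were the same if they changed by less than an SD. Tests of the loadings and of the 100 lncRNAs on other arrays were the same if direction and side of the threshold held. For 133 single genes, lncRNAs and lists, 691 and 942 values were the same, 92 and 99 weaker, 24 and 23 stronger and 0 reversed in the direction of a test that had passed, which for lists is the direction of camera relative to other genes. The median of the reactive astrocyte genes still turned from 0.05 to -0.01 and -0.0016 without Middle replicate 2 and Low replicate 2, and that of the markers of neighbouring regions from 0.03 to -0.0081 without Low replicate 1, and estimates that never passed, as for Gfap and Aqp4, count as the same when they turn sign. The loading difference on PC1 ranged from 0.638 to 0.735, and in the cortex of the dose study Gfap and Aqp4 had 0 calls in limma in every setting. The scaled values of the deposited table gave 8737 lncRNAs, a PC1 contribution of 0.249, a median of 0.20 for the 100 lncRNAs, and 16 probes for High and Middle against Low and Control and 2 for placenta Middle. With removal only under 100 on all 8 arrays the contribution was 0.346, and joined with the scaled values it was 0.229 over 12185 lncRNAs. Quantile normalization gave a contribution of 0.343, 7 probes for Low against Control, 13 for placenta Low, 8 lists for High and Middle against Low and Control, 8 for High against Control and 0.017 for the 100 lncRNAs in the 6-week cortex with CB-NP. A trended and robust prior gave 2661 probes for High and Middle against Low and Control (1263 higher, 1398 lower) and normexp 1748 (997 higher, 751 lower), 844 for the slope, 1 for High against Control, 1 for ascorbic acid alone, and 0 for Low against Control and for placenta High, Middle and Low. With only probes well above background on all arrays, counts were 15 for High and Middle against Low and Control and 0 for Low against Control and for the 3 placenta comparisons; with no filter on dim probes they were 0 for Low against Control, 4724 for placenta High (126 higher, 4598 lower) and 5 for placenta Low. Lists with an estimated correlation were 0 in each of the 4 comparisons, and with fry 5 for High against Control and 0 for the 6-week cortex and placenta High; the 100 lncRNAs in the 6-week cortex kept 0.034 without passing either. With the replicate number as a block, 5 probes passed for Low against Control, 1 for the slope, 1 for CB-NP with ascorbic acid against CB-NP, 2 for placenta High, and 0 lists for placenta High; it moved no other count of probes at an adjusted p by over 1.5 times, while counts at an unadjusted p under 0.05 rose from 796 to 1643 in placenta High, from 1100 to 2710 in placenta Middle and from 617 to 1285 in placenta Low. Replicate numbers shared no deviation in the dose cortex (correlation -0.12 to 0.11, over 0.1 in 1 of 6 pairs) or the 6-week cortex (-0.20 to 0.20, 2 of 6), so these arrays share only a number. With 1 array left out, which leaves a group with 1 array that is assumed to vary like the others, ranges were 0.336 to 0.402 for the contribution; in probes, 0 to 2 for High and Middle against Low and Control, 0 to 64 for Middle, 0 to 93 for Low against Control, 0 to 52 for High against Middle, 0 to 62 for CB-NP, 0 to 26 for CB-NP with ascorbic acid, 0 to 143 for ascorbic acid alone, 2 to 174 for placenta High, 0 to 158 for placenta Middle and 0 to 246 for placenta Low; in lists, 12 to 19 for High and Middle against Low and Control, 9 to 16 for High, 1 to 7 for CB-NP and 1 to 4 for placenta High; and for the 100 lncRNAs, -0.0082 (without control replicate 2; -0.0049 without CB replicate 1) to 0.10 with CB-NP and -0.092 to 0.070 in placenta High. The cause was not tested. For the gene lists of 6 comparisons, 1 array left out gave 5 to 10 lists for Middle, 11 to 16 for the slope, 4 to 10 for CB-NP with ascorbic acid, 0 to 6 for ascorbic acid alone, 6 to 12 for placenta Middle and 2 to 4 for placenta Low, quantile normalization 4, 11, 7, 2, 10 and 2, and the replicate block 8, 17, 8, 3, 9 and 4. Normexp on the mean signal, the tests of mRNAs with complementary sequences and of their exact matches, and the search for common sequences in the probes were not run. Signal over background limits dim probes, since between 58.4 and 74.4% of the probes of an array were well above background in the dose cortex.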

Differences from the paper's values

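The 19 combinations of settings below, and the setting taken from them, were chosen after the results had been seen, and the alternatives listed singly were set before the data were examined. The filters left 3294 lncRNA probes, whereas the paper's number is 12135. Of the alternatives set before the data were examined, only the scaled values of the deposited table came within 1.5 times of the paper's number, with 8737 probes, which is still fewer, while no scaling (3275), quantile normalization (3289), the replicate filter applied to any group (2982), no replicate filter (3354), removal only of probes under an intensity of 100 on all 8 arrays (4322) and a signal well above background on all 8 arrays (3304) did not. The contribution of PC1 was 0.368, whereas the paper's Table 1 gives 0.228. Again only the scaled values of the deposited table (0.249) came within 1.5 times of it, and no scaling (0.378), quantile normalization (0.343), the replicate filter in any group (0.358), no replicate filter (0.368), removal only under 100 on all 8 arrays (0.346), a signal well above background on all 8 arrays (0.368), log2 values (0.369), mRNA probes (0.356) and arrays not centred (0.376) did not. With the scaled values and removal only of probes under 100 on all 8 arrays, 12185 probes were kept, with contributions of 0.229, 0.151, 0.144 and 0.130, close to the paper's 0.228, 0.150, 0.143 and 0.130. This setting was chosen after seeing the values, when 19 combinations of the source of values, replicate filter, intensity filter and centring had been set beside the paper's. In this setting, 45 of the 47 probes read by eye in Fig. 2 were among the 100 of highest score. Other combinations with these values and this intensity filter kept 11866 (contribution 0.223) and 12246 (0.229). In the setting named first, 72 of its 100 lncRNAs of highest score were among the 100 reported here. Of the probes read in Fig. 2, 44 passed the filters here, 37 were among the 100 here and 45 among the 100 of that setting, with 105 as the lowest rank.

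The running text of the paper gives the contribution of PC1 as approximately 30%, which its Table 1 does not, and the value here was 36.8%. Among the 19 combinations, the scaled values without centring, with removal only under 100 on all 8 arrays, gave 0.304. The paper describes its replicate filter with another number of replicates than the 2 arrays per group here.

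The paper states that Gfap is upregulated and Aqp4 overexpressed in the lesion, citing earlier studies. The arrays here measured pooled RNA of the cortex without separating perivascular areas, with 2 arrays a group. They therefore do not test that statement for the lesion itself. In the cortex of the dose study, the brightest Gfap probe differed by -0.02 between High and Control and the brightest Aqp4 probe by -0.28, and neither passed in limma (adjusted p = 0.966 and 0.350, unadjusted p = 0.912 and 0.0267). Values in the paper's direction included, in the 6-week study with CB-NP at 95 µg/kg against control, the Gfap probes at 0.51 (A_55_P2157250, adjusted p = 0.821 in limma), 0.74 (A_52_P52303, adjusted p = 0.968 in limma) and 0.23 (A_55_P2157245, adjusted p = 0.982 in limma) and the brightest Aqp4 probe at 0.22 (adjusted p = 0.968 in limma), whereas the other Aqp4 probe, A_55_P2031939, was at -0.13 (adjusted p = 0.968 in limma). In the dose study, the dim Gfap probe A_52_P52303 was not well above background on Low replicate 1 and Control replicate 1, and its levels on the other 6 arrays lay between -1.95 and -2.67.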

Other observations

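The tests of the 100 lncRNAs in the 6-week cortex with CB-NP and in placenta High were planned, whereas the difference between the 2 studies, the chance calls with shared controls, and the gene lists and the 100 lncRNAs in the remaining comparisons were tested after the first results had been seen.

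In the cortex of the dose study, genes of the defence against oxidative stress, of protein breakdown and of inhibitory neurons, synapses and dendrites were lower in High and Middle than in Low and Control. Over all probes, the brightest 2 of 10 groups by brightness had medians of -0.09 and -0.12, and the dimmest 0.22. The lists were not compared with probes of like brightness, so part or all of their differences may follow this trend. Of 23 genes of the Nrf2 response to oxidative stress, 20 were lower, with a median log2 difference of -0.19 (-0.12 after normexp; camera, adjusted p = 0.00211, adjusted p = 0.214 with an estimated correlation, 5 genes in limma when adjusted over the list alone), among them Gsr, which regenerates reduced glutathione, at -0.40. Of 21 ubiquitin and proteasome genes, 19 were lower, with a median of -0.15 (camera, adjusted p = 0.00211, adjusted p = 0.322 with an estimated correlation), and the activating enzyme Uba1 differed by -0.25. Of 15 inhibitory neuron markers, 14 were lower, with a median of -0.21 (camera, adjusted p = 0.0101, adjusted p = 0.263 with an estimated correlation), such as Reln at -0.45 and Pvalb at -0.28, whereas excitatory neuron markers did not pass (12 of 15 lower, median -0.09, adjusted p = 0.238 in limma's camera and 0.416 with an estimated correlation). Synapse genes (26 of 30 lower, median -0.14, adjusted p = 0.416 with an estimated correlation), dendrite genes (18 of 21 lower, median -0.11, adjusted p = 0.365 with an estimated correlation) and heat shock genes (9 of 11 lower, median -0.19, adjusted p = 0.433 with an estimated correlation) also passed in camera with the preset correlation only, at adjusted p of 0.0101, 0.0291 and 0.0331. Interferon response genes were higher in 8 of 10, with a median of 0.16 (camera, adjusted p = 0.0439, adjusted p = 0.263 with an estimated correlation). Markers of neighbouring regions such as striatum were higher in 11 of 16 (median 0.03, -0.0081 without Low replicate 1 and -0.06 when scaling to array medians moved all genes by -0.09, adjusted p = 0.342 with an estimated correlation), and so were genes listed for placenta, of decidua in 7 of 10 (median 0.16, adjusted p = 0.263 with an estimated correlation) and of spongiotrophoblast and glycogen cells in 5 of 7 (median 0.25, adjusted p = 0.263 with an estimated correlation), at adjusted p of 0.0331, 0.0331 and 0.0291 in camera. Of these 10 lists, only the Nrf2 genes and the markers of neighbouring regions passed after quantile normalization, when the medians were -0.09 for ubiquitin and proteasome genes, -0.12 for inhibitory neurons, -0.07 for synapse genes, -0.04 for dendrite genes, -0.11 for heat shock genes, 0.07 for interferon response genes and 0.16 for spongiotrophoblast genes. After normexp the medians were 0.03 for interferon response, 0.07 for decidua and 0.07 for spongiotrophoblast genes. The synapse genes did not pass without Low replicate 2, the dendrite genes without High replicate 1, Low replicate 2 or Control replicate 2, the heat shock genes without High replicate 1, Low replicate 1 or either Control array, the markers of neighbouring regions without High replicate 1, Middle replicate 2 or Low replicate 1, the decidua genes without either Low array (0.09 without replicate 2), the spongiotrophoblast genes without High replicate 2, Low replicate 1 (0.15) or either Control array, and the interferon response genes without any 1 High, Low or Control array (0.06 without High replicate 1). Against Control, camera called 8 lists in Middle (0 with an estimated correlation, smallest adjusted p = 0.388, 3 with fry, 4 after quantile normalization, 5 without Control replicate 2) and 0 of 38 in Low (0 in Low with fry or an estimated correlation, smallest adjusted p = 0.994), and over the lesion ranks 16 lists passed, of which the endothelial markers also passed with an estimated correlation (adjusted p = 0.0484). Single genes did not pass in High against Control in limma, with 0 probes at an adjusted p under 0.05, 5345 at an unadjusted p under 0.05 and 1 after normexp. Itga11, an integrin subunit that binds collagen, differed by -1.49 (standard error 0.11, limma's adjusted p = 0.243), and Il2rg was at least 3.45-fold higher (limma's adjusted p = 0.243).

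In placenta, immune genes were higher in Middle, which lay in slide row 1, than in Control, which lay in row 2, so this is also a difference between rows. Of 20 cytokine and chemokine genes, 19 were higher, with a median of 0.53 (0.28 after normexp; camera, adjusted p = 5.42e-10, adjusted p = 0.257 with an estimated correlation), such as Il6 at 1.40 and Ccl3 at 1.13, with list means of -0.83 and -1.02 on the Middle arrays and -1.60 and -1.61 on the Control arrays. Of 14 complement and antigen presentation genes, 13 were higher, with a median of 0.86 (camera, adjusted p = 6.24e-10, adjusted p = 0.459 with an estimated correlation), which was 0.42 without Middle replicate 1, and list means of 2.43 and 1.28 on the Middle arrays and 0.89 and 1.04 on the Control arrays. Of 16 interferon response genes all were higher, with a median of 0.47 (adjusted p = 0.499 with an estimated correlation), which rests on Middle replicate 1, without which it was 0.09 and did not pass in camera, and which was 0.30 without Control replicate 2 and 0.74 without Middle replicate 2 (list means of 2.31 and 1.49 in Middle, 1.61 and 1.30 in Control). Of 16 microglia markers, which macrophages share, 13 were higher, with a median of 0.44 (adjusted p = 0.257 with an estimated correlation; 0.23 without Middle replicate 2 and 0.25 without Control replicate 1) and Trem2 at 1.98. In Low, the cytokine list passed with 17 of 20 higher and a median of 0.32 (0.16 after normexp, 0.55 without Control replicate 1, and not passing at 0.37 without Low replicate 1; camera, adjusted p = 2.66e-05, adjusted p = 0.988 with an estimated correlation). Genes of yolk sac and endoderm also passed in camera in Middle (median -1.56) and in Low (1.66), with the preset correlation only. They differed between arrays of a group, with list means of -0.49 and 2.97 in High, -1.43 and -0.41 in Middle, 5.10 and -0.79 in Low, and -1.04 and 2.34 in Control. Placental imprinted genes (median -0.23), reactive astrocyte genes (0.43), myelin genes (0.25) and synapse genes (0.06) likewise passed in Middle, so the immune lists did not move alone. Of single probes, the lncRNA on chromosome 7 from 66926500 to 66952100 on the forward strand was lower in each exposed group, by at least 2.54-fold in High (limma's adjusted p = 0.00748), at least 2.11-fold in Middle (limma's adjusted p = 0.0120) and at least 1.83-fold in Low (limma's adjusted p = 0.00719). These comparisons share their controls, and with 2 control arrays they cannot be split, so part of the overlap in calls may come from the shared controls. In 0 of 100 simulations of unchanged groups was a probe called in all 3, but this decides little. A simulation called 0.09 probes on average in any comparison. Its arrays also varied independently, whereas placenta arrays of the same replicate number deviated together (correlation 0.29 to 0.75). In High, Iltifb, a cytokine gene of the interleukin 22 family, was at least 2.17-fold higher (limma's adjusted p = 0.0338) and Cmtm1 at least 1.88-fold (limma's adjusted p = 0.0397), and in Low, Vmn1r19, a vomeronasal receptor gene, was at least 8.55-fold higher (limma's adjusted p = 0.00719). Iltifb did not pass without any 1 High, Middle or Low array, Cmtm1 with the replicate number as a block or without High replicate 1 or any 1 Middle or Low array, Vmn1r19 without either High array, and the lncRNA on chromosome 7 in Middle without any 1 High or Low array and in Low without either High array. After normexp none of these passed.

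In the 6-week cortex, vascular fibroblast and meningeal markers were lower in 14 of 15 with CB-NP and ascorbic acid than with CB-NP alone, with a median of -0.79 (camera, adjusted p = 3.2e-09, adjusted p = 0.563 with an estimated correlation; -0.48 after normexp and -0.48 without replicate 1 of both compounds), as were astrocyte markers in 18 of 19 (median -0.19, adjusted p = 0.563 with an estimated correlation; -0.34 without CB replicate 2). Myelin genes were higher in 14 of 17 (median 0.41, adjusted p = 0.566 with an estimated correlation), which rests on replicate 1 of both compounds, without which the median was 0.04 and did not pass in camera (0.88 without replicate 2; list means of 1.72 and 1.04 with both compounds, 1.11 and 0.88 with CB-NP). In the same comparison, microglia markers (median -0.16), Nrf2 genes (-0.16), ribosomal protein genes (-0.17) and endothelial markers (0.09) also passed in camera, with the preset correlation only. Ascorbic acid alone went with higher perivascular macrophage markers in 8 of 8, with a median of 0.63 (camera, adjusted p = 0.00277, adjusted p = 0.662 with an estimated correlation) and F13a1 at 0.93. The list did not pass without control replicate 1 (0.27) or AA replicate 2 (0.44). Its median was 0.11 after normexp, whose offset shrinks differences of genes as dim as these (list means between -3.65 and -2.95). Vascular fibroblast and meningeal markers were higher with it in 12 of 15 (median 0.22, camera, adjusted p = 0.0193, adjusted p = 0.854 with an estimated correlation), and did not pass without AA replicate 1 (0.20) or control replicate 1 (0.10), with 0.46 without control replicate 2. In limma, 0 probes passed for CB-NP, for CB-NP with ascorbic acid against CB-NP and for ascorbic acid alone, with 2075, 1962 and 1807 at an unadjusted p under 0.05 and with 0, 0 and 1 after normexp. Counts were 5 without CB replicate 2, 47 without control replicate 1 and 62 without control replicate 2 for CB-NP, 2 and 16 without the replicates 1 and 2 of both compounds and 26 and 5 without CB replicates 1 and 2 for CB-NP with ascorbic acid, and 82 and 143 without AA replicates 1 and 2 and 10 and 36 without control replicates 1 and 2 for ascorbic acid alone.

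The hypothesis that the 100 lncRNAs of highest PC1 score are lower after exposure on other arrays was not met in the 6-week cortex with CB-NP, where the median of all lncRNAs was -0.07 and that of the 100 lay at percentile 99.87 of 10000 random lists of like expression (p = 0.581 in camera with an estimated correlation, p = 0.593 with fry, which tests against no change and not against other lncRNAs, and a median of -0.0049 without CB replicate 1 and -0.0082 without control replicate 2), nor in placenta High, where 41 of 90 were higher (median -0.012, camera p = 0.0998, p = 0.662 with an estimated correlation, at percentile 15.06 of random lists, and a median of -0.092 without High replicate 1 and -0.069 without Control replicate 2 but 0.070 without High replicate 2 and 0.055 without Control replicate 1). With CB-NP and ascorbic acid against CB-NP, which shares the CB-NP arrays, 16 of 100 were higher, with a median of -0.15 (camera p = 2.2e-08, p = 0.264 with an estimated correlation, percentile 0 of random lists), and in placenta Low 22 of 90, with a median of -0.08 (camera p = 0.00259, p = 0.438 with an estimated correlation, percentile 0). For ascorbic acid alone, 37 of 100 were higher (median -0.023, camera p = 0.326, p = 0.831 with an estimated correlation, percentile 0.05), and in placenta Middle 41 of 90 (median -0.0083, camera p = 0.294, p = 0.779 with an estimated correlation, percentile 2.12). Between the CB-NP difference of the 6-week study and the High difference of the dose study, limma called 0 of 41233 probes, with 5309 at an unadjusted p under 0.05, and the difference was 0.52 for the brightest Gfap probe (standard error 0.197) and 0.50 for the brightest Aqp4 probe (standard error 0.175), each at an adjusted p of 0.362, but -0.04 for the other Aqp4 probe, A_55_P2031939 (standard error 0.186, limma's adjusted p = 0.935), and 0.34 for the dim Gfap probe A_55_P2157245 (standard error 1.02, limma's adjusted p = 0.896). The Gfap probe A_52_P52303 gives no answer, because it was not well above background on Control replicate 1 of the dose study. The 6 arrays of the 12-week cortex whose labels contradict each other were not compared, and with the 2 controls of that age between 69.0 and 76.8% of their probes were well above background (median 73.1%).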
